A study of Mus musculus with 40 samples. Its data were reported in "mTORC1 coordinates an immediate unfolded protein response-related transcriptome in activated B cells preceding antibody secretion" (2020).

How the data were processed

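RNA-seq was performed on splenic B cells of 8 mice on the C57BL/6 background at 12 weeks of age, by their labels 5 with floxed Xbp1 alleles and hCD20-Tam-Cre (Xbp1-null) and 3 with hCD20-Tam-Cre and wild-type Xbp1 (control), after tamoxifen. Since control mouse 9 (replicate 3) had almost no Esr1 transcript, whether it carried the recombinase was not settled, and results without it are given as an alternative. From each mouse 5 populations were sequenced, giving 40 libraries in 10 groups of population and genotype. Follicular B cells (CD19-positive, CD93-negative, CD23-positive, CD21/35 intermediate) and marginal zone (MZ) B cells (CD23-negative, CD21/35 high) were sorted directly, and follicular cells were cultured for 72 h with the CpG oligonucleotide ODN1826, with or without IL-4 and IL-5, and sorted by CD138 and by dilution of CellTrace Violet, a dye diluted at each cell division. Sorting cells of 1 division (division 4 for CD138-negative and 5 for CD138-positive cells) means that the cultured populations differ from resting cells also by having divided. Per the labels, RNA was extracted with TRIZOL, cDNA was made with a SMARTer v4 kit and libraries with Nextera XT reagents. The series text instead names polyA capture at the 3' end, which is at odds with this full-length kit, and the tables do not settle which was used. This bears on TPM, which divides by transcript length.

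Both tables were made by the authors, who per the labels and the study's methods quantified transcripts by pseudoalignment with kallisto on the mouse mm10 build. The transcript annotation is not given in the sources used here. The first table holds transcripts-per-million values (TPM) per gene symbol as deposited, with 30317 genes, of which 3226 were at 0 in every library. The TPM of a library summed to between 929596 and 955727. TPM is a share of a fixed total, so a rise of very abundant transcripts lowers all other values, and gene models of satellite repeats or of immunoglobulins can have this effect. The second deposited table holds log2 counts-per-million values from the voom function of limma. Its lowest value in each library gives the library size, from which estimated counts were recovered, and these summed back to that size within a relative difference of 0.000624. Estimated counts gave depths of 558581 to 10160688 per library. The counts are not whole numbers, so no count model was fitted to them, and low TPM values rest on few reads. Neither the kit nor the counting marks strand here, and reads shared between near-identical genes, such as immunoglobulin segments, are split by the authors' quantification. Gene identifiers and coordinates were looked up by symbol in a mouse annotation of the mm10 build, in which 28480 symbols of the tables had an entry.

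Samples were assigned to groups by the labels alone. Each library is a separate mouse within its group, and the same animal number in different populations marks the same mouse. As a check, the deviations of same-numbered libraries from their group means were correlated over 20 pairs of groups, with a mean of 0.0443 against −0.0174 for other numbers and a lowest value of −0.109. The pairing comes from the labels, and the correlation within a mouse estimated by limma was 0.0238. The study's methods state no block, so the fit with the mouse as a block is an alternative.

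Differences were tested with limma on log2(TPM + 1), after a filter of TPM of at least 1 in at least 3 libraries, which left 15769 genes. One model with a mean for each of the 10 groups was fitted over all 40 libraries, so that groups share one estimate of the spread, with an expression trend in the empirical Bayes step. In 19 contrasts, genotypes were compared in each of the 5 populations, populations within a genotype, and the genotype difference of a change between populations as an interaction. P-values were adjusted by Benjamini and Hochberg within a contrast. A gene was called at an adjusted p under 0.05 and a fold above 2, the study's thresholds. Fold changes on this scale understate those of low genes. Gene lists were tested with camera, which compares a list with all other genes, two-sided at a preset correlation between genes of 0.01, and with an estimated correlation as an alternative, for 9 contrasts, with adjustment over 25 lists. Counts of list members were also adjusted over the list alone. The retained induction is the slope through the origin of the Xbp1-null on the control change over follicular cells, over members that rose in controls, with an interval from 2000 bootstrap draws of genes. After the slopes were seen, they were recomputed over all members and for each of the 56 ways to give 5 of the 8 mice the Xbp1-null label.

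The 25 lists hold 513 members, of which 509 were in the table and 496 were tested. The UPR lists, one B cell-activating and one plasma cell-inductive, are the study's, chosen on Blimp1 reporter mice that are not part of these data, so that counts on them are independent of how they were chosen. The others were written from general knowledge: ER translocation, ER folding, N-glycosylation, ERAD, ER-to-Golgi transport, transcripts described as cut by IRE1, ATF4 targets, sterol and lipid synthesis, glycolysis and the hypoxia response, plasma cell genes, B cell identity, immunoglobulin constant regions, proliferation, IL-4 response, p53 targets, interferon response, MZ markers, follicular markers, T and NK cell markers, myeloid markers, red cell and platelet markers, early response and mitochondrial RNA. Some genes stand on more than 1 list. Stc2 and Pdia5 of the UPR lists were below the filter. The lists, groups, tests and most settings to vary were fixed before the data were examined. Genes were named by a fixed rule: Xbp1 in every population, genes the study names, the 5 highest and 5 lowest called genes per comparison with a mean of at least 5 TPM in the higher group and no overlap between groups (without immunoglobulin variable segments, pseudogenes and unnamed models), up to 3 members with the smallest p of each called list in its direction, and any UPR list member called between genotypes in CD138-negative cells. Other genes are said to be chosen after their values were seen or stand as examples of the counts given.

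The settings fixed beforehand to be varied were a pseudocount of 0.1, no filter, a filter of 5 TPM, voom on TPM, the deposited normalized table, median-of-ratios scaling, immunoglobulin genes left out, only the compared groups in the fit, array quality weights, no fold minimum, the mouse as a block, and leaving out each library in turn. Chosen after seeing the data were the genotype difference averaged over populations, with 1 value per mouse or over all libraries, leaving out the satellite repeat models, voom on estimated counts, leaving out control mouse 9 and leaving out the shallow control CD138-positive library. The steps were tested on data simulated from real means, with 100 genes planted at each of 2 sizes. Between genotypes in follicular cells 77 of those at a log2 change of 1.5 and 98 at 3 were called. Of 15542 unchanged genes 5 were called, but other splits of the real libraries gave a median of 39. In CD138-positive cells 81 and 99 were called, with 8 false calls. Analyses used R 4.3.3, limma 3.58.1, the data.table package (1.17.8), Python 3.11.15 and matplotlib 3.10.9. All columns of both tables were used.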

Results

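RNA was sequenced in 40 libraries of mouse splenic B cells, with 5 populations taken from each of 8 mice. By their labels the mice carried hCD20-Tam-Cre, a tamoxifen-inducible recombinase made in B cells, together with either floxed Xbp1 alleles (Xbp1-null, 5 mice) or wild-type Xbp1 (control, 3 mice). Xbp1 encodes a transcription factor of the unfolded protein response (UPR), the program that fits the endoplasmic reticulum (ER) to its load of new proteins. Follicular and marginal zone (MZ) B cells were sorted as resting cells. The other 3 populations were grown from follicular B cells over 72 h with CpG DNA, which engages a Toll-like receptor. They were sorted by cell division and by CD138, the plasma cell surface protein encoded by Sdc1. They were CD138-negative cells of division 4 after CpG alone or after CpG with IL-4 and IL-5 (CpG + IL-4,5), and CD138-positive cells of division 5 after CpG + IL-4,5. The comparisons asked which genes change as B cells are activated and become plasma cells, and which of these changes need Xbp1. Levels are given in transcripts-per-million units (TPM) as mean ± SD over 5 Xbp1-null or 3 control libraries. In control replicate 3, Esr1, the gene of the receptor part of tamoxifen-inducible recombinases, was at 0 to 4.93 TPM against 104 to 158 in follicular cells of the other controls, so whether this mouse carried the recombinase was not settled. Changes are differences of log2(TPM + 1) with adjusted p-values from limma (Benjamini-Hochberg, 15769 genes). A gene is said to have risen or fallen where its adjusted p was under 0.05 and its log2 change was beyond 1. All libraries of one group lay above all of the other for each gene named for the size of its change.

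The estimated read count per library ran from 558581 to 10160688, with a median of 7475661. Replicate 2 of the control CD138-positive cells was the shallowest. Gene models of satellite repeats, which are short sequences repeated in tandem near centromeres, held 41.6 ± 11.1% of TPM in control follicular libraries (n = 3) and 24.7 ± 15.5% in Xbp1-null follicular libraries (n = 5), where single libraries ranged from 1.74 to 39.4%. The same models held 2.82 ± 4.46% in control and 1.37 ± 1.47% in Xbp1-null MZ libraries and under 1% in every cultured library. Because TPM values share a fixed total, comparisons with follicular cells are given also with these models left out, except for most counts of list members.

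**Figure D1:**
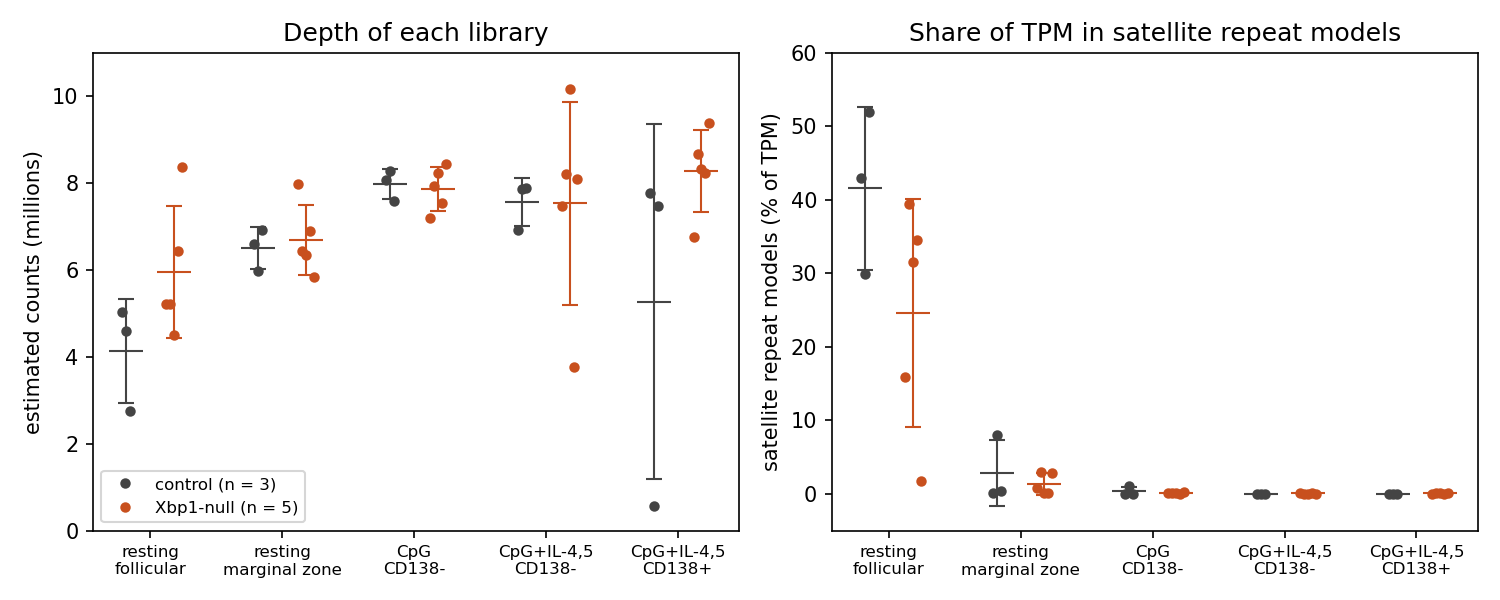
Estimated read counts (left) and satellite repeat models as a percentage of TPM (right) for each library (points), by population and genotype, with mean and SD. Control follicular libraries averaged 41.6% satellite models, and the shallowest, a control CD138-positive library, held 558581 counts.

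Xbp1 (ENSMUSG00000020484.18) lies on the plus strand of chromosome 11 at 5520659 to 5525893 (mm10). Its floxed exon 2 of 5 (5521923 to 5522019) is 97 of the 2129 transcript bases. Gene-level TPM sums all exons, so it does not read the deletion itself. In MZ B cells Xbp1 fell from 165 ± 19.3 TPM in controls to 78.4 ± 6.70 in Xbp1-null cells (log2 change −1.07, adjusted p = 0.0274, limma), but this call was lost in 7 of 8 fits that left out 1 library. Xbp1 did not pass the test in the other populations. It was 81.2 ± 32.9 and 61.8 ± 17.1 TPM in control and Xbp1-null follicular cells (−0.33, adjusted p = 0.307) and 248 ± 19.8 and 142 ± 24.8 in CpG CD138-negative cells (−0.82, adjusted p = 0.161). It was 1115 ± 143 and 798 ± 56.4 in CpG + IL-4,5 CD138-negative cells (−0.48, adjusted p = 1) and 1974 ± 573 and 1451 ± 99.9 in CD138-positive cells (−0.40, adjusted p = 0.365). The standard error of each log2 change was 0.202.

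**Figure D2:**
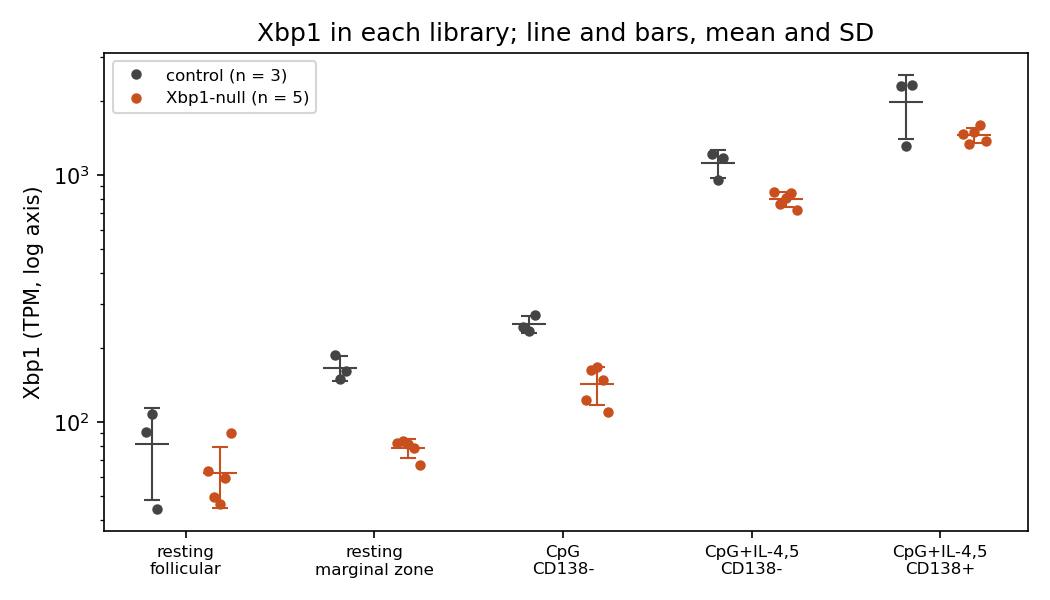
Xbp1 level in TPM (log axis) in each library (points) of the 5 populations by genotype, with mean and SD. Control means ran from 81.2 (follicular) to 1974 TPM (CD138-positive). Xbp1-null means were lower in each population, passing the test in MZ cells.

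Genes of DNA replication and mitosis rose in follicular B cells stimulated with CpG. In control cells all 25 proliferation genes rose, among them Ccnb1 (cyclin B1, from 3.35 ± 0.0921 to 298 ± 65.6 TPM, log2 change 6.08), Ube2c (6.62) and Cdc20 (4.95), regulators of mitosis. The genes with the largest gains were Wfdc21 (10.66), Ighg2b (7.61), Hnf1b (7.47), Rrm2 (7.29) and Kif22 (6.97), which include an IgG heavy chain constant region, a ribonucleotide reductase subunit and a mitotic kinesin. Immediate early genes of resting cells were lost, with Fos falling from 286 ± 134 to 1.07 ± 0.634 TPM (−7.07), Dusp1 by 5.96 and Junb by 4.51. The stress-induced chaperone gene Hspa1b (−5.49), Hs3st1 (−5.46) and Rgs1 (−5.44) fell too. The proliferation list was higher as a group (camera adjusted p = 8.97e-23, and adjusted p = 0.0514 with an estimated correlation), with a median log2 change of 4.21. The early response list was lower, with 8 of 12 members falling and 1 rising (adjusted p = 2.03e-07, and adjusted p = 0.127 with an estimated correlation).

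Metabolic and secretory pathway genes also rose in control CpG CD138-negative cells. Genes of glycolysis and the hypoxia response rose in 11 of 19 cases and fell in 2, with Gapdh (2.57), Pgam1 (2.50) and Ldha (2.45) each gaining from levels of 39.4 to 183 TPM. The list was higher as a group (adjusted p = 0.00203, and adjusted p = 0.408 with an estimated correlation). Sterol and fatty acid synthesis genes rose in 17 cases and fell in 1, led by Hsd17b7 (2.33), Sqle (2.50) and Msmo1 (1.95), with adjusted p = 0.000169 for the list, and adjusted p = 0.406 with an estimated correlation. Of ATF4 targets, genes of amino acid supply and tRNA charging, 18 rose and 3 fell, including Phgdh (2.50), Psat1 (3.06) and Mthfd2 (2.66), at adjusted p = 0.0119 for the list, and adjusted p = 0.487 with an estimated correlation. ER translocation genes rose in 13 of 25 cases, with Tram1 (2.45), Ssr2 (1.56) and Sec11c (1.76) as examples (adjusted p = 2.66e-06, and adjusted p = 0.273 with an estimated correlation). ER folding genes rose in 16 cases and fell in 1, with Sdf2l1 from 22.8 ± 8.26 to 174 ± 32.8 TPM (2.93) and the peroxiredoxin Prdx4 (2.44), at adjusted p = 8.66e-06, and adjusted p = 0.306 with an estimated correlation. N-glycosylation genes rose in 9 cases (Rpn1, 2.04, and Ostc, 1.69), ER-associated degradation (ERAD) genes in 3 (Derl3, 4.11) and ER-to-Golgi transport genes in 11, with 2 falling (Sec24d, 3.98). The adjusted p-values of these lists were 0.000169, 0.00539 and 0.000169, and 0.306, 0.453 and 0.408 with an estimated correlation. Immunoglobulin constant regions rose in 7 cases and fell in 2, with Ighm from 2488 ± 599 to 7451 ± 274 TPM (adjusted p = 0.0239, and adjusted p = 0.306 with an estimated correlation).

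Follicular cell markers were lower as a group after CpG, with 7 of 9 falling, including the low-affinity IgE receptor Fcer2a (−4.85) and Cxcr4 (−4.58), at adjusted p = 8.89e-07, and adjusted p = 0.0514 with an estimated correlation. Transcripts of other cell types were also lower in the cultured cells than in follicular libraries. T and NK cell markers fell in 11 cases and rose in 1, such as Trbc2 from 13.4 ± 2.25 TPM to 0 (adjusted p = 0.000169, and adjusted p = 0.145 with an estimated correlation). Myeloid markers fell in 6 cases, such as Lyz2 from 17.5 ± 1.62 TPM to 0 (adjusted p = 0.00203, and adjusted p = 0.256 with an estimated correlation). Red cell and platelet markers fell in 5, such as Hba-a2 from 286 ± 269 to 19.3 ± 33.0 TPM (adjusted p = 0.0102, and adjusted p = 0.273 with an estimated correlation). Transcripts of the mitochondrial genome rose in 3 cases (mt-Co2, 1.17), with adjusted p = 0.0181 for the list, and adjusted p = 0.502 with an estimated correlation. With the satellite models left out, ERAD (adjusted p = 0.573), red cell markers (0.136) and mitochondrial RNA (0.102) lost their calls and B cell identity was called lower (0.0141).

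The number of genes that rose or fell against follicular cells depended on the scaling between libraries. After CpG 3071 genes rose and 2187 fell in control cells, which became 2473 and 3523 in the deposited normalized table, 1783 and 3352 with median-of-ratios scaling, and 1246 and 4673 with the satellite models left out. The median change of all genes moved from 0.0593 to −0.49 in the last. In control CpG + IL-4,5 CD138-negative cells 3367 rose and 2933 fell (2954 and 4364, 2414 and 4113, and 1687 and 5561 in the same order, with a median of −0.58 in the last). In control CD138-positive cells 3031 rose and 3689 fell (1767 and 6411 without the satellite models, with a median of −0.73). In Xbp1-null cells the counts were 2184 and 1587 after CpG (2018 and 3292, 1493 and 2054, and 1284 and 2946). They were 2482 and 2631 in CpG + IL-4,5 CD138-negative cells (2689 and 4128, 2197 and 2941, and 1609 and 4330) and 2495 and 3658 in CD138-positive cells (1841 and 5379 without the satellite models).

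Known IL-4 response genes were higher in control CD138-negative cells when IL-4 and IL-5 were added to CpG. Of the 12 list members 10 rose, at a median log2 change of 3.49 (camera adjusted p = 3.70e-21, and adjusted p = 3.91e-05 with an estimated correlation). They included the chemokine gene Ccl22, listed at 0 after CpG alone and at 102 ± 20.4 TPM with cytokines, the cytokine signalling inhibitor Cish (6.29) and the amino acid oxidase Il4i1 (3.66). Socs2 (6.38), S100g (5.97) and the stress-response gene Nupr1 (5.50) were the other genes with the largest gains. Wfdc21, which CpG had raised, fell by 7.02, and Apoe (−5.35), Cdo1 (−4.91), the fatty acid receptor Cd36 (−4.89) and the Src-family kinase Hck (−4.83) fell with it.

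ATF4 targets rose in 16 of 37 measured cases with the cytokines, among them the amino acid transporter Slc7a5 (2.11) and Shmt2 (1.67), with adjusted p = 1.92e-14 for the list, and adjusted p = 0.0587 with an estimated correlation. ER folding genes rose in 12 cases and fell in 1, with Creld2 from 96.1 ± 27.2 to 352 ± 59.4 TPM (1.89), Sdf2l1 (1.71) and Calr (1.40), at adjusted p = 1.35e-12, and adjusted p = 0.0876 with an estimated correlation. Genes of glycolysis and the hypoxia response rose in 5 cases, led by the hypoxia response genes Vegfa (4.398) and Egln3 (4.17), at adjusted p = 1.13e-12, and adjusted p = 0.0815 with an estimated correlation. N-glycosylation genes rose in 4 cases, such as Ddost (1.10), at adjusted p = 5.20e-08, and adjusted p = 0.121 with an estimated correlation. Fewer members passed in ER translocation (1 rising, 1 falling), ERAD (0 by limma, 9 higher at an unadjusted p under 0.05), ER-to-Golgi transport (1 rising), sterol synthesis (2 rising, 1 falling), proliferation (0 by limma, 7 higher at an unadjusted p under 0.05) and mitochondrial RNA (1 falling). These lists were called at adjusted p = 0.00263, 0.00479, 1.97e-05, 0.0392, 0.00208 and 0.000585. With an estimated correlation these adjusted p-values were 0.523, 0.523, 0.482, 0.627, 0.543 and 0.518. Mitochondrial RNA was the one of these lists that was lower, with mt-Co1 at −0.86. B cell identity genes fell in 7 cases and rose in 2, including Id3 (−2.65), Btla (−1.80) and the kinase Blk (−1.29), at adjusted p = 0.000183, and adjusted p = 0.482 with an estimated correlation. In all, 644 genes rose and 833 fell.

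CD138-positive cells differed from CD138-negative cells of the same control cultures by gain of plasma cell genes and loss of B cell genes. Of 20 plasma cell genes 11 rose, at a median log2 change of 1.12 (camera adjusted p = 8.91e-18, and adjusted p = 0.000179 with an estimated correlation). They included Sdc1 itself (from 1.44 ± 0.437 to 24.1 ± 6.87 TPM, 3.34), Creb3l2 (2.06) and the elongation factor partner Eaf2 (2.04). The J chain gene, written Igj in the tables, rose from 38.1 ± 18.3 to 991 ± 216 TPM (4.75), and Rgcc (4.02) and Tg (3.33) were among the largest gains. Of 29 B cell identity genes 24 fell, at a median of −1.5 (adjusted p = 4.05e-32, and adjusted p = 0.00267 with an estimated correlation). Ms4a1, which encodes CD20, fell from 671 ± 97.6 to 80.4 ± 20.2 TPM, the MHC class II activator Ciita by 2.81 and Cd83 by 2.30. Follicular markers were lower, with 5 falling, such as Sell (−4.77) and Ighd (−3.80), at adjusted p = 6.03e-09, and adjusted p = 0.0116 with an estimated correlation. IL-4 response genes fell in 7 cases, including Il4i1 (−4.75) and Aicda (−1.63), the deaminase of class switching (adjusted p = 3.43e-07, and adjusted p = 0.0185 with an estimated correlation).

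ER translocation genes rose in 4 cases in CD138-positive cells, among them Spcs1 (1.24) and Ssr2, from 396 ± 28.2 to 861 ± 1.86 TPM (1.12). ER folding genes rose in 2, Fkbp11 (2.13) and Creld2 (1.08, and 0.93 without replicate 2 of the CD138-negative cells). Both lists were called at adjusted p = 6.64e-13, and at adjusted p = 0.0449 with an estimated correlation. ER-to-Golgi transport genes rose in 5 cases, such as Kdelr3 (2.09), Lman1 (1.27) and Kdelr2 (1.12), at adjusted p = 3.87e-09, and adjusted p = 0.195 with an estimated correlation. Of N-glycosylation and ERAD genes 0 passed by limma (10 and 9 higher at an unadjusted p under 0.05). Both lists were called at adjusted p = 3.98e-06 and 2.53e-05, which became adjusted p = 0.192 and 0.253 with an estimated correlation. Immunoglobulin constant regions rose in 4 cases and fell in 1, with Igkc from 14170 ± 530 to 44500 ± 5470 TPM and Ighm from 7749 ± 965 to 17920 ± 3650 TPM (adjusted p = 0.029, and adjusted p = 0.253 with an estimated correlation). Of ATF4 targets 1 rose (Pycr1, 1.24) and 1 fell (adjusted p = 0.0438, and adjusted p = 0.751 with an estimated correlation). Of early response genes 3 fell, such as Egr2 (−2.09), at adjusted p = 0.0249, and adjusted p = 0.533 with an estimated correlation. Without the shallow replicate 2 of the CD138-positive cells ATF4 targets (adjusted p = 0.0819) and early response (0.116) lost their calls, and sterol synthesis was called lower (0.0051) and proliferation higher (0.0156). In all, 294 genes rose and 962 fell. In the deposited normalized table the split was 472 and 761, and with median-of-ratios scaling it was 436 and 633. Without replicate 1 of the control CD138-positive cells 1896 genes passed, and Tmem170 (3.82) lost its call without the shallow replicate 2 (0.56, adjusted p = 0.279).

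UPR genes were grouped by the study's own lists, chosen on other mice. The B cell-activating list has 24 genes, of which 23 were measured here, and the plasma cell-inductive list has 33, of which 32 were. In control cells 8 activating genes rose over follicular cells after CpG, 14 in CpG + IL-4,5 CD138-negative cells and 13 in CD138-positive cells, and of the inductive genes 10, 18 and 22 rose. In Xbp1-null cells the counts were 9, 13 and 11 for the activating list and 7, 12 and 15 for the inductive list. Vegfa fell after CpG in both genotypes, Eif2ak3 and Preb in Xbp1-null CD138-positive cells, and 0 others. Each of these counts was the same when adjusted over the list alone. Among activating genes Cks1b, a cell cycle kinase subunit, rose by 4.99 in control CpG CD138-negative cells and Mthfd2, a mitochondrial folate enzyme, by 2.66. Asns, asparagine synthetase, rose by 3.23 and the ER stress sensor Atf6 by 1.55, whereas Ddit4 was at 0.16 (adjusted p = 0.715). Among inductive genes Xbp1 itself rose by 1.69, the ER chaperone Hsp90b1 by 1.55 and the disulfide isomerase Pdia6 by 1.77, whereas Hspa5, which encodes the chaperone BiP, was at 0.63 and Ero1l at 0.45. As groups the lists were higher after CpG at adjusted p = 0.00247 and 0.0102 (camera), and at adjusted p = 0.38 and 0.487 with an estimated correlation.

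With the cytokines 9 activating and 9 inductive genes rose over CpG alone in control CD138-negative cells, with the same counts adjusted over the list alone. They included Hyou1 (1.72), Hspa5 (from 617 ± 110 to 1645 ± 285 TPM, 1.41), Xbp1 (2.16) and the growth factor gene Vegfa (4.398), while the kinase gene Eif2ak3 of the activating list fell by 1.17. The lists were called at adjusted p = 0.000415 and 1.63e-10, and at adjusted p = 0.386 and 0.116 with an estimated correlation. From CD138-negative to CD138-positive cells 0 activating (1 at an unadjusted p under 0.05) and 4 inductive genes rose by limma (Vegfa, Kdelr3, Spcs1 and Srprb, with the same 4 when adjusted over the list alone). The inductive list was higher at adjusted p = 8.73e-13, and at adjusted p = 0.0449 with an estimated correlation.

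The retained induction, the slope of the Xbp1-null change on the control change over the members that rose in controls, was 0.905 (95% bootstrap interval 0.81 to 0.96), 0.905 (0.843 to 0.934) and 0.964 (0.887 to 1.01) for the activating list in CpG, CpG + IL-4,5 CD138-negative and CD138-positive cells. For the inductive list it was 0.758 (0.693 to 0.851), 0.746 (0.662 to 0.818) and 0.762 (0.658 to 0.844). Over all members the slopes were 0.908, 0.905 and 0.964 for the activating and 0.717, 0.733 and 0.759 for the inductive list, and the inductive changes after CpG had a Pearson r of 0.349 over the 10 members that rose. Choosing members by their rise in controls lowers a slope by itself, and with the genotypes exchanged among the mice in other ways its median was 0.978, 0.989 and 0.992, and 0.978, 0.979 and 0.987, in the same order. Some of these exchanges gave slopes as low as each real one. Members share libraries, so the intervals describe the spread between genes and not between mice. With the satellite models left out, inductive genes rising after CpG numbered 1 in controls and 1 in Xbp1-null cells. Activating genes rising in control CpG + IL-4,5 CD138-negative and CD138-positive cells numbered 9 and 8. The slopes were 0.96, 0.977 and 1.036 for the activating and 0.889, 0.838 and 0.833 for the inductive list. The inductive list was then at adjusted p = 0.174 after CpG.

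**Figure D3:**
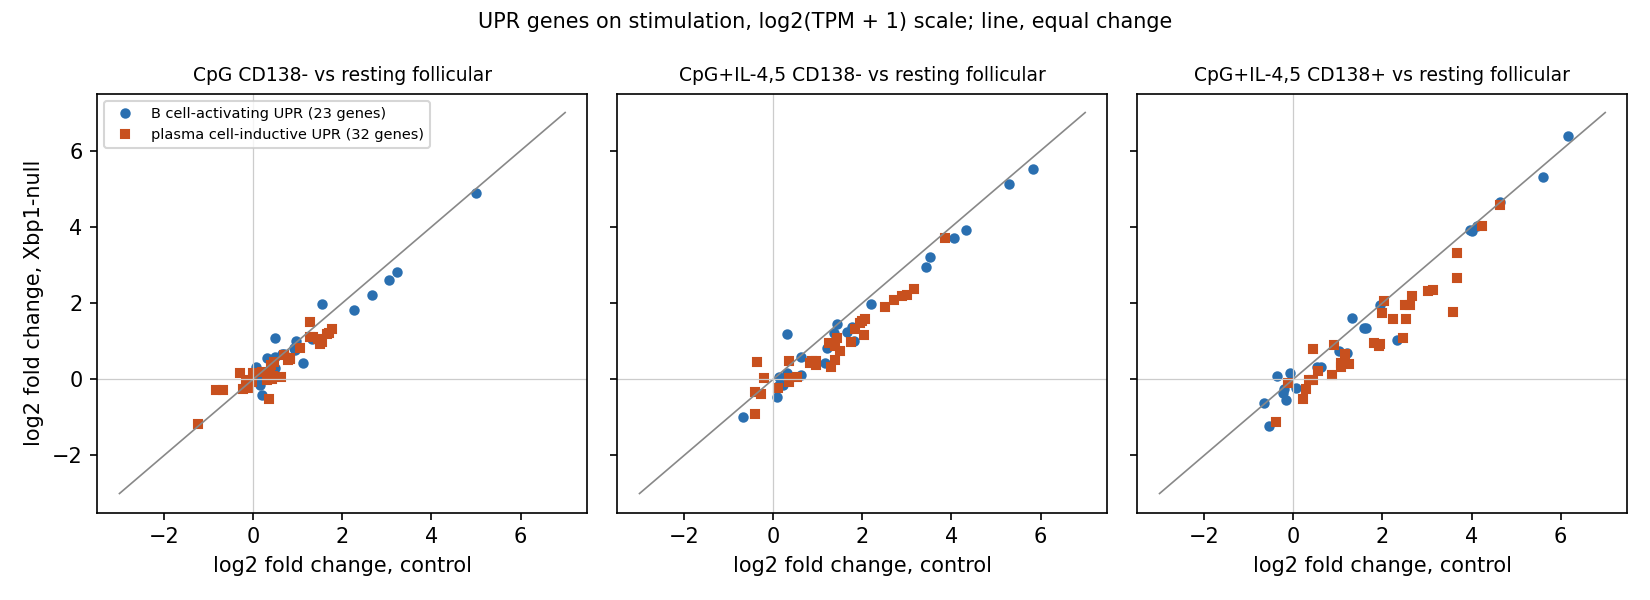
Log2 change over follicular cells in control (x axis) and Xbp1-null (y axis) cells for 23 B cell-activating (circles) and 32 plasma cell-inductive (squares) UPR genes in CpG CD138-negative, CpG + IL-4,5 CD138-negative and CD138-positive cells, with a line of equal change. Inductive genes that rose in controls had slopes of 0.758, 0.746 and 0.762, and activating genes 0.905, 0.905 and 0.964.

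Resting MZ B cells carried their known markers against follicular cells of the same control mice. Of 10 MZ marker genes 9 rose, at a median log2 change of 3.24 (camera adjusted p = 1.93e-09, and adjusted p = 0.00746 with an estimated correlation). They included the sphingosine phosphate receptor S1pr3 (from 3.07 ± 1.09 to 170 ± 29.7 TPM, 5.41), the tetraspanin Cd9 (4.195) and the Notch pathway gene Dtx1 (3.59). Follicular markers fell in 5 cases, such as Fcer2a (−3.82) and the chromatin organizer Satb1 (−1.15), at adjusted p = 0.000135, and adjusted p = 0.191 with an estimated correlation. Ackr3 (5.33), Rgs10 (5.19), Tsga13 (5.00, listed at 0 in follicular cells) and Rap1gap (4.84) were the other largest gains, and Pam (−3.61), Ces5a (−3.42), Zfp488 (−3.30) and Ssbp2 (−3.29) the largest losses. Regulators of the plasma cell fate moved as well, with Prdm1, which encodes Blimp1, rising from 0.952 ± 0.643 to 6.04 ± 0.845 TPM (1.89) and the B cell repressors Bach2 (−1.91) and Bcl6 (−1.30) falling, while Pax5 was at 0.30 (adjusted p = 0.309). The disulfide isomerase gene Pdia4 rose from 118 ± 32.8 to 978 ± 150 TPM (3.07). Early response genes rose in 6 cases, such as Atf3 (3.18) and Fosb (1.90), at adjusted p = 0.0277 for the list, and adjusted p = 0.65 with an estimated correlation.

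Of the UPR lists, 4 activating genes (Dnaja4, 2.02, Slc7a5, Cks1b and Ddit4) and 4 inductive genes (Hspa5, 1.12, Xbp1, 1.11, Edem1, 1.40, and Spcs1, 1.05) rose in MZ cells, with the same counts adjusted over the list alone, whereas Dnajc3 was at 0.94 and Asns at 0.83. The inductive list was called at adjusted p = 0.0172, and at adjusted p = 0.65 with an estimated correlation. Glycolysis and hypoxia (11 rising, such as Tpi1, 1.78), ER translocation (4, Srp19, 1.01), ER folding (8, Pdia4), N-glycosylation (8, Prkcsh, 1.38), ERAD (4, Edem1), ER-to-Golgi transport (3, Tmed3, 1.52) and mitochondrial RNA (8, mt-Co3, 1.12) were also called. Their adjusted p-values, in this order, were 0.00127, 0.000217, 0.00127, 0.000217, 0.00127, 0.00279 and 0.00614, each with adjusted p = 0.65 with an estimated correlation. In all, 2144 genes rose and 1032 fell in control and 1016 and 635 in Xbp1-null cells. These counts became 1157 and 1559, and 952 and 1367, in the deposited normalized table, and 670 and 1806, and 644 and 837, with median-of-ratios scaling. The median change of all control genes moved from 0.291 to −0.26 with the satellite models left out, where 517 rose and 2551 fell in controls and 526 and 1401 in Xbp1-null cells. Of the 11 called lists 5 stayed called and interferon response joined them (adjusted p = 0.0476), and Hspa5 (0.39), Xbp1 (0.38), Spcs1 (0.33), Edem1 (0.70), Srp19 (0.28), Prkcsh (0.69), Tmed3 (0.82) and mt-Co3 (0.39) were under the fold minimum. Without replicate 3 of the control follicular cells Hspa5 (0.86), Xbp1 (0.73), Spcs1 (0.97), Srp19 (0.73) and mt-Co3 (0.96) were also under it, as were Spcs1 without follicular replicate 1 (0.97) and Srp19 without MZ replicates 1 and 3 (0.99 and 0.94).

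In CpG CD138-negative cells few genes separated Xbp1-null from control, and no UPR list member passed. By limma 3 genes rose and 6 fell, with 762 at an unadjusted p under 0.05 and 19 changed genes without control replicate 2. The malic enzyme gene Me3 fell from 25.8 ± 4.79 to 1.57 ± 0.047 TPM (−3.37, SE 0.302, adjusted p = 6.83e-09), and Mfhas1 rose from 6.92 ± 0.632 to 22.98 ± 3.49 TPM (1.59, adjusted p = 7.99e-05). D8Ertd82e (1.17) rose, though not without control replicate 3 (adjusted p = 0.0784). Plk2 (1.48), a p53-responsive kinase gene, rose but not without control replicate 3 (adjusted p = 0.698) or Xbp1-null replicates 2 (0.108) and 4 (0.0526). Emid1 (−1.36) fell but not without control replicates 1 (0.152) and 3 (0.246) or Xbp1-null replicates 1 (0.0803) and 4 (0.0582). Dnajc3 was at −0.17, Hyou1 at −0.04, Edem1 at 0.26, Pdia6 at −0.04 and Ssr1 at −0.05, each at adjusted p = 1. Of 23 activating and 32 inductive UPR genes 0 fell by limma, 0 by voom and 0 when adjusted over the list alone, with 1 of each list lower at an unadjusted p under 0.05. With no fold minimum Xbp1 was lower when adjusted over the list alone. As a group p53 targets, genes of cell cycle arrest and apoptosis, were higher (camera adjusted p = 1.87e-09, and adjusted p = 0.0297 with an estimated correlation), with Cdkn1a at 1.66 and Zmat3 at 0.97. Mitochondrial RNAs were lower (adjusted p = 1.98e-18, and adjusted p = 0.0408 with an estimated correlation), with mt-Nd3 at −1.17 (adjusted p = 0.0613). ER translocation and glycolysis and hypoxia were lower (adjusted p = 0.00898 and 0.000345) and ERAD, B cell identity and early response higher (adjusted p = 0.0307, 0.0202 and 0.0307), each with adjusted p = 0.949 with an estimated correlation. Without the control mouse low in Esr1, ER translocation (adjusted p = 0.103), B cell identity (0.151) and early response (0.403) lost their calls and interferon response was called lower (0.00305). Of the members of these 7 lists 0 passed by limma, though 6 p53 targets were higher and 10 mitochondrial RNAs lower at an unadjusted p under 0.05.

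In CpG + IL-4,5 CD138-negative cells the secretory pathway lists were lower in Xbp1-null cells as groups, though 1 member of them passed alone. The cargo coat gene Sec24d fell from 13.7 ± 5.13 to 2.03 ± 0.623 TPM (−2.24, adjusted p = 0.00315), but not without control replicates 1 (adjusted p = 0.0793) and 3 (0.0577) or in the deposited normalized table (0.999). Bhlha15, which encodes the secretory cell transcription factor Mist1, fell from 5.95 ± 1.76 to 0.213 ± 0.0392 TPM (−2.49, adjusted p = 4.54e-07) and Me3 from 14.6 ± 1.81 to 1.34 ± 0.508 TPM (−2.76, adjusted p = 6.66e-07). ER folding was lower at camera adjusted p = 9.75e-23 (and adjusted p = 0.00927 with an estimated correlation), with Creld2 at −0.99, Txndc11 at −0.62 and Fkbp11 at −1.34, of which Creld2 missed the fold minimum (adjusted p = 0.00354). ER translocation (Ssr3, −0.75), N-glycosylation (Ddost, −0.47) and ER-to-Golgi transport (Lman1, −0.77) were lower at adjusted p = 2.28e-13, 2.04e-15 and 7.51e-19, and at adjusted p = 0.0429, 0.016 and 0.0429 with an estimated correlation. The inductive and activating UPR lists were lower at adjusted p = 2.81e-09 and 0.00714, but at adjusted p = 0.123 and 0.445 with an estimated correlation, with Dnajc3 at −0.62 (adjusted p = 0.223), Hyou1 at −0.68 (adjusted p = 0.725), Edem1 at −0.43 and Kdelr3 at −0.72. Of their members 0 fell by limma, 0 by voom and 0 when adjusted over the list alone, where 1 activating gene rose, and 1 activating and 7 inductive genes were lower at an unadjusted p under 0.05. With no fold minimum Dnajc3 was lower when adjusted over the list alone.

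IL-4 response genes were higher in these Xbp1-null cells (adjusted p = 3.87e-10, and adjusted p = 0.00552 with an estimated correlation), with Aicda at 0.86 and Ccl22 at 0.70. So were p53 targets (adjusted p = 4.79e-19, and adjusted p = 0.000388 with an estimated correlation), with Cdkn1a at 1.64 and Ccng1 at 0.88. ERAD, ATF4 targets, glycolysis with hypoxia, and proliferation were lower at adjusted p = 0.000327, 7.79e-05, 0.0119 and 0.000157, and at adjusted p = 0.406, 0.325, 0.527 and 0.445 with an estimated correlation. Sterol synthesis, B cell identity, follicular markers and early response were higher at adjusted p = 0.0278, 0.0278, 0.00714 and 0.0311, and at adjusted p = 0.643, 0.637, 0.301 and 0.527 with an estimated correlation. These 4 lists lost their calls without the control mouse low in Esr1 (adjusted p = 0.74, 0.249, 0.0862 and 0.173), and interferon response was then called lower (0.00355). By limma 4 genes rose and 4 fell, with 505 at an unadjusted p under 0.05. The count was 3 to 16 without single libraries. The serpin gene Serpine2 (1.79, adjusted p = 0.0448), Fam229b (1.63, adjusted p = 0.0427) and Trim7 (1.25, adjusted p = 0.0193) rose. So did Tnfsf8 (1.19, and adjusted p up to 0.307 without single libraries), while Hid1 fell (−1.38, and adjusted p up to 0.289 without single libraries), both named after their values were seen. Each of the first 3 lost its call without single libraries, most without control replicate 3, where the adjusted p-values were 0.462, 0.267 and 0.275.

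In CD138-positive cells secretory pathway genes were lower without Xbp1, and in all 110 genes fell while 44 rose (2261 at an unadjusted p under 0.05). The largest decreases were in Bhlha15 (from 27.3 ± 4.90 to 0.697 ± 0.302 TPM, −4.06, SE 0.261, adjusted p = 4.03e-13), Hid1, a gene of secretory granule formation (−3.82), Me3 (−3.34), the prolyl isomerase of the ER Fkbp11 (from 164 ± 31.3 to 17.8 ± 5.12 TPM, −3.16) and the exonuclease gene Isg20 (−2.72). ER folding genes fell in 7 of 27 cases, among them Fkbp11, the BiP co-chaperone Dnajb9 (−2.06) and Creld2 (−1.32), at camera adjusted p = 1.71e-29 (and adjusted p = 0.00696 with an estimated correlation). ER translocation genes fell in 6 of 25 cases, with the channel subunit Sec61a1 falling from 357 ± 65.6 to 136 ± 30.8 TPM (−1.41), Serp1 (−1.05) and Ssr2 (−1.002), at adjusted p = 1.02e-24 (and adjusted p = 0.00821 with an estimated correlation). ER-to-Golgi transport genes fell in 6 of 38 cases, including Arfgap3 (−1.49), Bet1 (−1.49) and Tmed3 (−1.08), at adjusted p = 3.88e-27 (and adjusted p = 0.015 with an estimated correlation). Of N-glycosylation genes Rpn1 fell (−1.25, list adjusted p = 4.34e-14, and adjusted p = 0.019 with an estimated correlation) and of ERAD genes Edem2 (−1.09, list adjusted p = 2.21e-09, and adjusted p = 0.0747 with an estimated correlation). Without single libraries Serp1 (−0.98 without control replicate 1 or 3), Ssr2 (−0.99 without Xbp1-null replicate 5, and just under the fold minimum without replicate 1), Tmed3 (−0.89 without control replicate 2) and Edem2 (−0.98 without control replicate 3) missed the fold minimum.

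Of the UPR lists, the activating gene Hyou1 fell from 49.3 ± 3.42 to 16.7 ± 5.64 TPM (−1.60, adjusted p = 2.96e-05) in Xbp1-null CD138-positive cells, as did the inductive genes Dnajc3, from 89.6 ± 17.5 to 36.9 ± 3.28 TPM (−1.24, adjusted p = 4.81e-06), and Kdelr3 (−1.78, adjusted p = 0.000201). These were 1 of 23 and 2 of 32 members, and the same when adjusted over the list alone. With no fold minimum 5 inductive members were lower, and 11 when adjusted over the list alone, with Srprb at −0.89 and Edem1 at −0.62 past the adjusted p, and Ssr1 at −0.45 and Pdia6 at −0.58 not. The inductive list was lower as a group (adjusted p = 8.31e-12, and adjusted p = 0.051 with an estimated correlation). Transcripts described as cut by the IRE1 nuclease were lower (adjusted p = 0.00044, and adjusted p = 0.0316 with an estimated correlation), with Itgb2 at −0.95 and Hgsnat at −0.72. IL-4 response genes were higher, with 2 rising, including Il4i1 (1.06), at adjusted p = 6.77e-06 (and adjusted p = 0.0299 with an estimated correlation). The p53 targets were higher, with Ccng1 at 0.84, at adjusted p = 1.08e-08 (and adjusted p = 0.015 with an estimated correlation). B cell identity, follicular markers and mitochondrial RNA were called higher at adjusted p = 0.0274, 0.0342 and 0.0107, and at adjusted p = 0.695, 0.428 and 0.645 with an estimated correlation. B cell identity (adjusted p = 0.119) and follicular markers (0.0945) lost their calls without the control mouse low in Esr1. Without the shallow control replicate 2 mitochondrial RNA lost its call (0.543), while the activating UPR list (0.0139), plasma cell genes (0.0108) and MZ markers (0.00889) were called lower, and sterol synthesis (0.00878) and glycolysis with hypoxia (0.0269) higher. The largest gains, Cd19 (2.64), Cox6b2 (2.56), Ccl27a (1.99) and Hspb11 (1.88), lost their calls without the shallow control replicate 2 (adjusted p = 0.407, 0.197, 0.189 and 0.387), whereas Cox6a2 (1.80) did not. Il4i1 lost its call without control replicate 2 (0.0661) or 3 (under the fold minimum at 0.95) and Xbp1-null replicate 2 (0.0741) or 5 (0.0558). The count of changed genes was 595 without control replicate 1 and 627 without control replicate 3. Rising and falling genes numbered 15 and 91 without control replicate 2, 13 and 133 with voom on estimated counts, and 1 and 48 with only the compared groups in the fit.

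**Figure D4:**
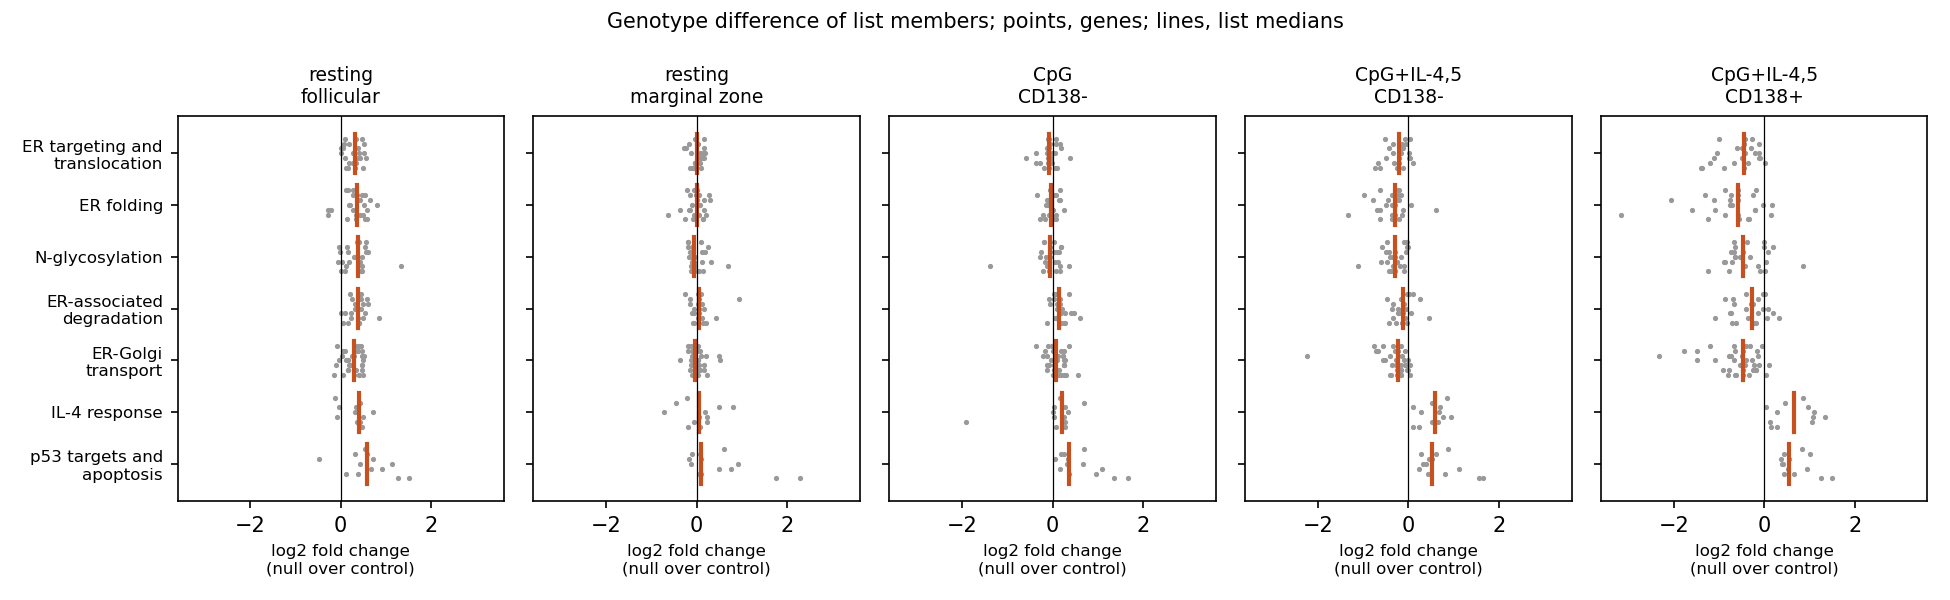
Log2 difference between Xbp1-null and control cells in 5 populations for 7 gene lists, with a grey point per gene and an orange line at the median. In CD138-positive cells the medians of ER folding, ER translocation and ER-to-Golgi transport were −0.59, −0.45 and −0.48.

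In resting follicular cells 75 genes rose and 105 fell in Xbp1-null mice (3968 at an unadjusted p under 0.05). The inducible heat shock protein genes Hspa1a (from 42.04 ± 34.7 to 129 ± 32.0 TPM, 1.95, adjusted p = 0.00139) and Hspa1b (1.92) rose, as did Mfhas1 (from 5.45 ± 1.72 to 20.6 ± 5.43 TPM, 1.74, adjusted p = 7.04e-06), Dcun1d2 (1.70) and Erdr1 (1.51). Sulf2, a heparan sulfatase gene, fell (−1.44). The p53 list was higher as a group (adjusted p = 0.00614, and adjusted p = 0.748 with an estimated correlation), with Pmaip1, which encodes the apoptosis activator Noxa, rising by 1.14. ER translocation, ER folding (Sdf2l1, 0.81), N-glycosylation, ERAD (Vcp, 0.85), ER-to-Golgi transport and B cell identity (H2-Ab1, 0.61) were called higher at adjusted p = 0.00834, 0.00704, 0.0133, 0.00362, 0.0133 and 0.00375, with 0 members passing by limma and 12, 14, 13, 13, 13 and 14 higher at an unadjusted p under 0.05. These 6 lists also had adjusted p = 0.748 with an estimated correlation, and 5 of them lost their calls without the control mouse low in Esr1 (adjusted p = 0.1 to 0.362), ERAD being the exception. With the satellite models left out the median of all genes moved from 0.185 to −0.09, 35 genes rose and 284 fell, and the p53 list alone stayed called. Median-of-ratios scaling gave 27 rising and 177 falling, and the deposited normalized table gave 11 rising and 9 falling. The count of changed genes was 362 and 84 without Xbp1-null replicates 3 and 5, and 275 and 412 without control replicates 1 and 2. Without control replicate 3 it was 54 and Hspa1a (adjusted p = 0.054), Hspa1b (0.108), Sulf2 (0.363), Erdr1 (0.169) and Pmaip1 (0.172) lost their calls. Erdr1 also lost it without control replicates 1 and 2 and Xbp1-null replicates 1 and 5, and Sulf2 without Xbp1-null replicates 1 and 5 (0.0505 to 0.103). Pmaip1 missed the fold minimum without Xbp1-null replicate 5 (0.96) and without the satellite models (0.80).

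In resting MZ cells 4 genes passed the test. Il10, an anti-inflammatory cytokine gene, rose from 2.74 ± 0.373 to 14.2 ± 7.60 TPM (1.90, adjusted p = 0.00182). Emid1 (from 65.1 ± 11.3 to 15.6 ± 0.469 TPM, −1.98, adjusted p = 0.000121), Me3 (−1.68, adjusted p = 0.0152) and Xbp1 fell, with 602 genes at an unadjusted p under 0.05. The count was 13 without control replicate 3 and 2 without Xbp1-null replicate 2 or 3. Me3 lost its call without control replicates 1 (adjusted p = 0.0717) and 2 (0.0921) and Xbp1-null replicates 2 (0.0571) and 3 (0.0765). The lists called higher were proliferation (Birc5, 0.97), p53 targets (Phlda3, 2.29, and Cdkn1a, 1.76), plasma cell genes, interferon response, T and NK cell markers (Cd3e, 0.73) and mitochondrial RNA, at adjusted p = 1.11e-13, 3.87e-07, 0.000433, 0.0135, 0.000433 and 0.000205. The same lists had adjusted p = 0.172, 0.106, 0.172, 0.713, 0.172 and 0.587 with an estimated correlation, and T and NK cell markers lost their call without the control mouse low in Esr1 (adjusted p = 0.152). Follicular markers were lower (Klf2, −0.56) at adjusted p = 0.0154, and adjusted p = 0.528 with an estimated correlation. Of the members of these lists 0 passed by limma, and at an unadjusted p under 0.05 8 proliferation genes and 6 p53 targets were higher.

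Differences between genotypes in a change from one population to another were tested as interactions. From follicular to CpG + IL-4,5 CD138-negative cells 14 genes differed, with Creld2 (−1.46) gaining less in Xbp1-null cells, as did Bhlha15 (−2.68) and Sec24d (−2.70), both named after their values were seen. From CpG + IL-4,5 CD138-negative to CD138-positive cells 3 genes had a lower change in Xbp1-null cells, the creatine kinase gene Ckb (−2.55), Isg20 (−2.24) and Hid1 (−2.44), the last named after its values were seen. From follicular to CpG CD138-negative cells 15 differed, including Me3 (−2.35) and the respiratory chain gene Ndufa9 (−1.35). From follicular to MZ cells 10 differed, including Mfhas1 (−2.80) and Cd320 (−1.39). Without single libraries Sec24d (adjusted p up to 0.108), Ckb (0.101), Isg20 (0.183), Me3 (0.0625), Ndufa9 (0.0846) and Cd320 (0.196) lost these calls, whereas Creld2, Bhlha15, Hid1 and Mfhas1 did not. With the satellite models left out the counts in this order were 27, 7, 28 and 25. Those with a follicular arm reached 206, 192 and 129 without replicate 2 of the control follicular cells.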

Values the study reported

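The study sorted UPR genes of activated Blimp1 reporter B cells into 24 that it named B cell-activating and 33 that it named plasma cell-inductive. It called genes at a corrected p below 0.05 and a fold change above 2. For the Xbp1 experiment it used 3 control and 5 floxed mice given tamoxifen for 10 days, and described cultures from 3 to 5 individuals of each genotype. Genomic PCR and RNA-seq read tracks of these mice are reported to show exon 2 missing in floxed B cells. In CD138-negative cells stimulated with CpG it reported Xbp1 as the only UPR gene that differed between the genotypes, and in CD138-negative cells stimulated with CpG, IL-4 and IL-5 it added Dnajc3 and Stc2. In CD138-positive cells it reported a partial need of Xbp1 for full levels, for Hyou1 on the first list and for up to 15 genes on the second. In resting cells of other mice it counted 1205 genes that differed when MZ B cells were set against follicular cells. For Pax5 and Bcl6 it reported no difference in mRNA between these cells.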

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

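The tests of the p53 list without control mouse 9 and under other scalings were chosen after the results were seen, as were the relabellings of mice for the slopes of UPR genes and for the p53 list, while the splits of libraries were planned. Of 129 groups of 5 values tested, 15 held a value that stood apart by a gap of over 0.71 of the group's range, which chance gives in about 1 of 20 groups. Xbp1-null mouse 2 accounted for 11 of these. Its Cdkn1a level, the cell cycle inhibitor induced by p53, was 39.6 TPM in MZ cells (7.75 to 15.6 in the other 4 mice), 159.5 in CpG CD138-negative cells (77.8 to 85.9) and 341.9 in CpG + IL-4,5 CD138-negative cells (118.8 to 182.5). The same mouse had 22.4 TPM of Birc5 in MZ cells (6.19 to 9.97), 17.25 of Plk2 in CpG CD138-negative cells (8.49 to 9.90) and, in CD138-positive cells, 6.766 TPM of Hyou1 (17.3 to 20.1), 81.32 of Sec61a1 (146 to 157), 69.33 of Rpn1 (100.5 to 113) and 24.94 of Itgb2 (36.5 to 37.0). Immunoglobulin genes held 6.421% of its TPM in CpG CD138-negative cells (5.40 to 5.59%) and mitochondrial RNA 4.024% in MZ cells (4.53 to 4.70%). In other mice Esr1 was 25.94 TPM in CpG + IL-4,5 CD138-negative cells of mouse 3 (42.3 to 46.7), Emid1 16.41 in its MZ cells (15.3 to 15.5), Hid1 0.9908 in CD138-positive cells of mouse 5 (0.128 to 0.184) and Ccl22 30.11 in those of mouse 1 (63.1 to 66.8).

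The p53 target list was called higher in Xbp1-null cells of each population at the preset correlation. With an estimated correlation it lost its call only in follicular (adjusted p = 0.748) and MZ cells (0.106). For the genotype difference averaged over populations, which was chosen after seeing this, its median was 0.478 against 0.056 for all genes. With 1 value per mouse it was called at adjusted p = 1.45e-11, but 0.256 with an estimated correlation. Without control mouse 9, which lacked Esr1, the median was 0.429. Over 3 other scalings the medians were 0.42 to 0.517 (all genes −0.011 to −0.005). The adjusted p was 9.98e-11 and at most 1.8e-12, but 0.396 and 0.0647 to 0.146 with an estimated correlation. The median thus stayed, but the list was not called with that correlation in the main fit either. These tests therefore could not decide on absence of Esr1 from mouse 9 or on scaling. Depth stays open too. Since the list was picked from 25 after it stood out, the mice were relabelled over all lists in the fit to all 40 libraries. Of 56 labellings 5 gave any list a camera p as small as that of the p53 list (1.3e-20, smallest other 1.59e-37), so chance was not excluded. Mouse 2 had the highest list mean, 0.97 above the control mean, with the other Xbp1-null mice at 0.441 to 0.622 and controls at −0.158 to 0.0966. The design does not separate loss of Xbp1, recombination at the floxed alleles or a higher Cre (Esr1) level as candidate causes.

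The genotypes differed in 10 genes for the change from follicular to MZ cells, 15 for that to CpG CD138-negative cells and 14 for that to CpG + IL-4,5 CD138-negative cells, and in 3 genes for the change from these to CD138-positive cells. Named among them were Mfhas1 (log2 difference −2.797) and Cd320 (−1.391), Me3 (−2.345) and Ndufa9 (−1.346), Creld2 (−1.464), Bhlha15 (−2.675) and Sec24d (−2.697), and Ckb (−2.545), Isg20 (−2.244) and Hid1 (−2.439). Of 56 splits of the same libraries 24, 11 and 15 gave as many genes for the changes from follicular cells, with highest other counts of 522, 212 and 179, so these 3 counts could arise by chance, and the high counts of some splits point to a structure among the follicular libraries that the genotype does not follow. For the change to CD138-positive cells 1 split, the real one, gave as many, with a highest other of 2.

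Counts of changed genes between genotypes were set against 56 splits. In CD138-positive cells 1 split gave as many (154, highest other 89). In CpG CD138-negative cells 2 did (9, highest other 9), as with cytokines (8, highest other 13). Shares under 0.05 argued against chance, less so for the last 2. Chance was not excluded in follicular cells, with 9 (180, highest other 442), or MZ cells, with 11 (4, highest other 25). The UPR genes lower in CD138-positive cells, 1 activating and 2 inductive, were each reached in 1 split (highest other 0 and 0), and with 0 lower in both kinds of CD138-negative cells all 56 splits gave as many (highest other 0 and 0 after CpG, and 0 and 1 with cytokines). The slopes of UPR genes were reached by other labellings of the mice, so chance was not excluded for any of them. Of 56 labellings 17, 8 and 16 gave a slope as low for the activating list in CpG, CpG + IL-4,5 CD138-negative and CD138-positive cells (0.905, 0.905 and 0.964, lowest other 0.763, 0.856 and 0.915). For the inductive list 7, 4 and 3 did (0.758, 0.746 and 0.762, lowest other 0.661, 0.677 and 0.733). Counts of called lists were reached by other splits in every population. In follicular cells 14 did (real 7, median other 4, highest 16), in MZ 15 (7, 4, 12) and after CpG 21 (7, 5, 16). In CpG + IL-4,5 CD138-negative cells 9 did (16, 10, 19) and in CD138-positive cells 11 (12, 6, 15). Other splits thus called lists as a rule at the preset correlation, so chance was not excluded.

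For changes between populations in control mice, 3 libraries against 3 make 10 splits, too few for a share under 0.05. The real and highest other counts of genes were 3176 and 186 (MZ against follicular), 5258 and 2, 6300 and 2, and 6720 and 1043 (CpG, CpG + IL-4,5 CD138-negative and CD138-positive against follicular), 1477 and 1 (cytokines against CpG alone) and 1256 and 39 (CD138-positive against CD138-negative), each reached in 1 split. Activating genes numbered 8 and 0, 14 and 0, and 13 and 1, and inductive genes 10 and 0, 18 and 0, and 22 and 8. Called lists numbered 11 and 12 (3 splits), 18 and 17 (1), 14 and 17 (4) and 13 and 15 (3) for MZ, CpG, cytokines and CD138-positive cells. In Xbp1-null mice 100 splits were drawn. Chance is argued against for all 4 comparisons with follicular cells, with 1 split each. The real and highest other counts were 1651 and 905 (MZ), 3771 and 1919, 5113 and 2794, and 6153 and 3564. Among splits that part each mouse's own pair of libraries, as the real one does, the highest others were 905, 1873, 2656 and 3414. Activating genes numbered 9 and 6, 13 and 8, and 11 and 12 (1, 1 and 4 splits), and inductive genes 7 and 3, 12 and 8, and 15 and 13 (1 split each).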

How the results depend on the processing

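The settings without satellite models, with voom on estimated counts, without control mouse 9 and, for lists, the deposited table and leaving out the shallow control CD138-positive library were chosen after seeing the data, and the others were planned. No named gene or list that passed changed its direction under a setting run. The balance of rising and falling genes against follicular cells did turn over. Without the satellite models it went from 2144 and 1032 to 517 and 2551 in control MZ cells and from 3071 and 2187 to 1246 and 4673 after CpG. Of the values that answer a comparison, 850 kept their side of the threshold or stayed within 1.5 times, 144 moved further and 7 lost their call, and of the other values 9645 kept theirs, 567 lost a call, 187 gained one and 17 moved further. Immunoglobulin genes left out and voom on TPM moved no count that answers a comparison by over 1.5 times. Depth limits the low genes: 107 of the 180 genes changed between genotypes in follicular cells averaged under 10 estimated counts. Except where a value or fewer genes, libraries or a dropped threshold account for a change by construction, the cause was not tested.

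Where 4 interaction counts are given, they stand for follicular to MZ, to CpG and to CpG + IL-4,5 CD138-negative cells, and CD138-negative to CD138-positive cells, which were 10, 15, 14 and 3. Genes changed between genotypes in follicular cells (180) numbered 83 at a filter of 5 TPM, 20 in the deposited table, 325 with array weights, 4 with only the compared groups, 1024 with no fold minimum, 319 without the satellite models, 11 with voom on estimated counts and 47 without control mouse 9. In MZ cells (4) they numbered 11 at a pseudocount of 0.1, 10 in the deposited table, 8 with array weights and 13 without mouse 9. In CpG CD138-negative cells (9) they were 66 with array weights and 4 with only the compared groups. In CpG + IL-4,5 CD138-negative cells (8) they were 4 with no filter, 4 in the deposited table, 129 with array weights and 5 without the satellite models. In CD138-positive cells (154) they were 49 with only the compared groups, 274 with no fold minimum and 557 without mouse 9.

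With no fold minimum the counts of changed genes against follicular cells were 6827 (MZ) and 8230 (CpG) in controls and 5472 (MZ), 8653, 9787 and 10593 (CpG, CpG + IL-4,5 CD138-negative, CD138-positive) in Xbp1-null cells, and 3001 with cytokines against CpG alone and 2643 for CD138-positive against CD138-negative cells, which numbered 439 with only the compared groups. At a pseudocount of 0.1 Xbp1-null MZ cells differed from follicular cells in 2609 genes. The interaction counts were 51, 46 and 51 with no filter and 1, 4 and 3 at 5 TPM (the first 3), 3, 0, 2 and 9 in the deposited table, where limma had 1471 genes at an unadjusted p under 0.05 for the 0, 107, 205, 333 and 81 with array weights, and 25, 28, 27 and 7 without the satellite models. They were 1, 1, 2 and 15 with voom on estimated counts, 1, 4 and 4 with only the compared groups and 16, 7 and 9 without mouse 9 (the first 3), 9, 5 and 0 at a pseudocount of 0.1 (the last 3, with 930 at an unadjusted p under 0.05 for the 0 by limma) and 19, 22 and 18 with median-of-ratios scaling (MZ, CpG + IL-4,5 CD138-negative and CD138-positive cells).

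UPR genes rising with no fold minimum were 15 activating in Xbp1-null CpG cells, and 17 inductive in control and 16 in Xbp1-null CpG cells, 22 in Xbp1-null CpG + IL-4,5 CD138-negative and 23 in CD138-positive cells. Without the satellite models 9 and 8 activating genes rose in control CpG + IL-4,5 CD138-negative and CD138-positive cells, and 1 inductive gene in control and 1 in Xbp1-null CpG cells, which were 5 and 2 with median-of-ratios scaling. UPR genes lower in Xbp1-null CD138-positive cells were 5 inductive with no fold minimum, 1 in the deposited table, 1 at a pseudocount of 0.1 and, with only the compared groups, 1 inductive and 0 activating by limma. The slopes without the satellite models were 0.96, 0.977 and 1.036 (activating) and 0.889, 0.838 and 0.833 (inductive), and with median-of-ratios scaling 0.963 and 1.011, and 0.825 and 0.834, in CpG + IL-4,5 CD138-negative and CD138-positive cells.

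Called lists numbered 4 in the deposited table, 1 without the satellite models and 2 without mouse 9 between genotypes in follicular cells (7), and 6 without the satellite models in MZ against follicular cells (11), of which 5 were among the 11. With an estimated correlation they were 0, 0, 2, 6 and 7 between genotypes in follicular, MZ, CpG, CpG + IL-4,5 CD138-negative and CD138-positive cells, 1 and 0 for MZ and CpG against follicular cells, 1 for cytokines against CpG alone and 7 for CD138-positive against CD138-negative cells, so that of 105 calls 24 were kept. Without the shallow control CD138-positive library 22 of 25 calls of lists were kept and 7 were gained, among them the activating UPR list and plasma cell genes, lower in Xbp1-null CD138-positive cells. Without control mouse 9, 34 of 49 calls of lists between genotypes were kept and 2 gained, both of interferon response, lower after CpG with or without cytokines.

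With the mouse as a block, 177 genes changed between genotypes in follicular cells. The block gained the calls of ATF4 targets (adjusted p = 0.0417) and interferon response (0.0215) in MZ against follicular cells, p53 targets after CpG (0.0447) and sterol synthesis, lower in CD138-positive cells (0.0325), ended that of the Cd320 interaction (0.0872), and changed no other call of a list, list count or named gene.

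Leaving out 1 library at a time gave 54 to 412 changed genes between genotypes in follicular, 2 to 13 in MZ, 6 to 19 in CpG, 3 to 16 in CpG + IL-4,5 CD138-negative and 106 to 627 in CD138-positive cells, 1010 to 1896 for CD138-positive against CD138-negative control cells, and 7 to 129, 3 to 192, 8 to 206 and 1 to 12 for the interactions, and the log2 change of Xbp1 in MZ cells lay from −1.139 to −0.976.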

Other observations

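The genotype difference averaged over the 5 populations and the tests in this part were chosen after the results were seen, except that of genomic DNA. Over all 40 libraries, which count each mouse 5 times, 264 genes were higher and 68 lower in Xbp1-null cells, and 190 and 54 with the mouse as a block. With 1 value per mouse 0 were higher and 7 lower, Me3, a mitochondrial malic enzyme gene, with the smallest p (log2 difference −2.43, adjusted p = 5.17e-06). Of 13 measured p53 targets 11, 9 and 0 were higher in these fits, and 12 at an unadjusted p under 0.05 with 1 value per mouse. In the last fit Cdkn1a was at 1.51 (adjusted p = 0.102), Phlda3 at 1.64 (0.163), Bbc3, which encodes Puma, at 0.97 (0.176), Ccng1 at 0.71 (0.109), Pmaip1 at 0.63 (0.0786) and the costimulatory gene Cd80 at 1.08 (0.0633).

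Of 40 measured genes within 1 Mb of Xbp1 on chromosome 11, Emid1 (−1.22, adjusted p = 0.00254) and Camk2b (−1.13, adjusted p = 0.00356) were lower in Xbp1-null cells with 1 value per mouse. Of genes on other chromosomes 0.0217% were called. At an unadjusted p under 0.05 were 25% of the 40 neighbours and 12.3% of all genes. Chance position is argued against, since 0% of 10000 windows of as many neighbouring genes elsewhere held 2 called genes, with 1 as the highest. A strain variant linked to the floxed allele could not be told apart from an effect of the recombined locus, since 0% of 104 genes 1 to 20 Mb away were called (exact 95% interval 0 to 3.48%).

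Genes changed between genotypes in follicular cells were mostly low in every library, with a median of 1.45 TPM for the 105 lower and 8.17 TPM for the 75 higher genes. Of the 180, 59.4% averaged under 10 estimated counts, against 26.5% of tested genes, and 87 of the 105 lower genes did. The share taken by the satellite models is argued against as the cause for the lower genes, since leaving the models out moved their log2 differences further down (median shift −0.478, SD 0.0846), so that the share had raised them. For the higher genes it stays open, with a median shift of −0.0968 that lies within its spread (SD 0.243) and 28 of 75 still called higher. Few reads behind each low value could not be told apart from an effect of the scale. By voom on estimated counts, which weights values by read numbers, 11 genes changed, but the deposited table, on that scale without weights, already had 20, and voom on TPM had 248. Genomic DNA among the fragments stays open: over the 8 follicular libraries the satellite share and that of 1765 olfactory and vomeronasal receptor genes (0.0166 to 0.187% of TPM outside the satellite models) had Spearman's rho = 0.619 (exact permutation p = 0.115) and Pearson's r = 0.713 (exact permutation p = 0.0501), which was 0.218 without the 2 libraries farthest from the median satellite share.

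Esr1, whose hormone-binding part is fused to tamoxifen-inducible Cre, was at 129 to 335 TPM in Xbp1-null follicular cells, 104 to 158 in 2 of the control mice and 4.93 in control mouse 9. In MZ cells the values were 175 to 269, 113 to 155 and 3.3, in CpG CD138-negative cells 41.7 to 65.6, 15 to 28.4 and 0.328, in CpG + IL-4,5 CD138-negative cells 25.9 to 46.7, 17.2 to 20.7 and 0, and in CD138-positive cells 3.11 to 7.85, 1.24 to 10.6 and 0.296. In MZ and CD138-negative cells every Xbp1-null library thus exceeded every control. Y-linked Ddx3y was at 25.9 to 99.1 TPM in mouse 4, 20.1 to 74.2 in mouse 5, 24.8 to 58.1 in mouse 9 and at most 2.93 in the other mice. Both genotypes thus mixed libraries with and without Ddx3y, which no fit modelled. The study's legend calls the animals female, its reporting summary names both sexes.

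In CD138-positive cells 2 plasma cell-inductive genes were lower in Xbp1-null cells at the study's thresholds, 5 with no fold minimum, 11 when also adjusted over the list alone and 13 of 32 at an unadjusted p under 0.05. The first is lower than the count quoted above, and the last comes near it. Between control follicular and MZ cells 3176 genes differed at the same thresholds, more than the count quoted above, which came from other mice.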
